# MicroRNA-1289 Functions as a Novel Tumor Suppressor in Oral Squamous Cell Carcinoma

**DOI:** 10.3390/cancers15164138

**Published:** 2023-08-17

**Authors:** Koh-ichi Nakashiro, Norihiko Tokuzen, Masato Saika, Hiroyuki Shirai, Nobuyuki Kuribayashi, Hiroyuki Goda, Daisuke Uchida

**Keywords:** oral squamous cell carcinoma (OSCC), microRNA-1289 (miR-1289), magnesium transporter 1 (MAGT1), tumor-suppressive microRNAs

## Abstract

**Simple Summary:**

Tumor-suppressive microRNAs (TS-miRs) play an important role in human malignancies, such as oral squamous cell carcinoma (OSCC). Five such synthetic miRs mimicking human mature miRs were identified in this study. These molecules targeted OSCC cells and significantly reduced their growth. Of these, miR-1289 had the strongest effect, and the administration of an miR-1289 mimic/atelocollagen complex significantly reduced the size of OSCC tumors in vivo. The expression of miR-1289 was also significantly reduced in OSCC tissues. Therefore, identifying genes targeted by miRs, such as magnesium transporter 1 (MAGT1) that is targeted by miR-1289, can be an important therapeutic tool against malignancies like OSCC.

**Abstract:**

Recently, numerous tumor-suppressive microRNAs (TS-miRs) have been identified in human malignancies. Here, we attempted to identify novel TS-miRs in oral squamous cell carcinoma (OSCC). First, we transfected human OSCC cells individually with 968 synthetic miRs mimicking human mature miRs individually, and the growth of these cells was evaluated using the WST-8 assay. Five miR mimics significantly reduced the cell growth rate by less than 30%, and the miR-1289 mimic had the most potent growth inhibitory effect among these miRs. Subsequently, we assessed the in vivo growth-inhibitory effects of miR-1289 using a mouse model. The administration of the miR-1289 mimic–atelocollagen complex significantly reduced the size of subcutaneously xenografted human OSCC tumors. Next, we investigated the expression of miR-1289 in OSCC tissues using reverse transcription–quantitative PCR. The expression level of miR-1289 was significantly lower in OSCC tissues than in the adjacent normal oral mucosa. Furthermore, 15 genes were identified as target genes of miR-1289 via microarray and Ingenuity Pathway Analysis (IPA) microRNA target filtering. Among these genes, the knockdown of magnesium transporter 1 (MAGT1) resulted in the most remarkable cell growth inhibition in human OSCC cells. These results suggested that miR-1289 functions as a novel TS-miR in OSCC and may be a useful therapeutic tool for patients with OSCC.

## 1. Introduction

Oral squamous cell carcinoma (OSCC) is the most frequently occurring cancer among head and neck squamous cell carcinomas, with an estimated incidence of 377,713 new cases and 177,757 deaths in 2020 worldwide [1]. Despite increasing knowledge of OSCC pathogenesis and advances in chemotherapy, radiotherapy, and surgery, the five-year survival rate of patients with OSCC remains at approximately 70% [2]. Therefore, a better understanding of the pathogenesis of OSCC is required to develop optimal therapeutic approaches.

Human malignancies including OSCC are caused by genomic and epigenomic alterations. In 2011, whole exome analysis first showed the landscape of gene mutations in squamous cell carcinoma of the head and neck, including the oral cavity [3,4]. Mutations in tumor-suppressor genes, such as TP53, CDKN2A, and NOTCH1, were found at high frequencies, and activating mutations in oncogenes PIK3CA and HRAS, which are effective targets for molecular-targeted drugs, were each detected at less than 10%. Therefore, we previously attempted to identify useful target molecules for the treatment of OSCC using microarray analysis, and we identified several cancer-related genes, such as AKT1, AURKA, RRM2, and CDCA5, that were commonly overexpressed in human OSCC cell lines and tissues [5,6,7,8].

MicroRNAs (miRs) have attracted more attention than other classes of non-coding RNAs over the past several years, especially because of their essential role in cancer development. More than 50% of the known miRs have been shown to participate in tumorigenesis and/or metastasis by directly targeting oncogenes or tumor-suppressor genes [9,10]. A number of miRs have been shown to be dysregulated in OSCC and to function as oncogenic miRs (OncomiRs) [11]. For example, miR-21, known as an OncomiR, is overexpressed in OSCC tissues and supports the malignant phenotypes of human OSCC cells. It reduces the expression of several tumor-suppressor genes, including programmed cell death 4 (PDCD4) and reversion-inducing cysteine-rich protein with Kazal motifs (RECK) [12,13]. We also previously reported miR-361-3p as an OncomiR candidate in OSCC [14]. In contrast, tumor-suppressive miRs (TS-miRs), such as miR-34a, miR-145, and miR-206, have also been found in OSCC [15,16,17]. Furthermore, the therapeutic efficacy of miR-34a mimics in patients with advanced solid tumors has been reported [18]. Therefore, in the present study, we attempted to identify novel TS-miRs in OSCC using function-based screening.

## 2. Materials and Methods

### 2.1. Cells and Cell Culture

We used three human OSCC cell lines, green fluorescent protein (GFP)-SAS [19], Ca9-22, and HSC2 [20]. GFP-SAS cells were established as described previously [19]. Ca9-22 and HSC2 cells were provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT/AMED, Japan. All cell lines were maintained in Dulbecco’s modified Eagle medium (DMEM; Fujifilm Wako, Osaka, Japan) supplemented with 10% fetal bovine serum (FBS; Thermo Fisher Scientific, Waltham, MA, USA), 100 U/mL penicillin, and 100 μg/mL streptomycin (Fujifilm Wako), referred to here as “complete medium”. Cells were grown in an incubator with a humidified atmosphere of 95% air and 5% CO_2_ at 37 °C. The identity of these cells was verified using short tandem repeat (STR) profiling (Bex, Tokyo, Japan).

### 2.2. Samples

Twenty OSCC tissue samples were obtained from patients at the Ehime University Hospital between July 2012 and June 2017. Tissues were collected from resected specimens of primary tumors (12 men and 8 women; average age 65.6 years old). The Institutional Review Board (IRB) of the Ehime University Hospital approved this study (1206017).

### 2.3. Transfection with Human Mature miR Mimics and Small Interfering RNAs (siRNAs)

Functional screening for TS-miRs in human OSCC cells was performed using the human mature miR mimics library version 13.0 (Hokkaido System Science, Sapporo, Japan). Human mature miR-1289 mimics and miR-non-target (miR-NT) for in vitro and in vivo assay were purchased from Sigma-Aldrich (St. Louis, MO, USA). Silencer Select siRNAs for specific genes and Silencer Select Negative Control (siNT) were purchased from Thermo Fisher Scientific. Transfection was performed using Lipofectamine RNAiMAX (Thermo Fisher Scientific) mixed with 20 nM miR mimics or 10 nM siRNAs for the cell growth assay, reverse transcription–quantitative PCR (RT-qPCR), and microarray.

### 2.4. Cell Growth Assay

Cells (2 × 10^3^/well for GFP-SAS, 3 × 10^3^/well for Ca9-22 and HSC2) were seeded into 96-well plates (Corning, Corning, NY, USA) in complete medium with human mature miR mimics or siRNAs and 0.2% Lipofectamine RNAiMAX with a final volume of 100 μL. After 72 h, the cell count was evaluated using the WST-8 assay (Cell Counting Kit-8; Dojindo, Kumamoto, Japan).

### 2.5. Total RNA Extraction

Total RNA was extracted by lysing OSCC cells and tissues after homogenization using a TissueLyser (Qiagen, Hilden, Germany) in ISOGEN (Nippon Gene, Tokyo, Japan) according to the manufacturer’s protocol. RNA concentration was determined using a UV spectrophotometer (GeneQuant; GE Healthcare Bioscience, Piscataway, NJ, USA). RNA quality was confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and the samples were stored at −80 °C until use.

### 2.6. Microarray and Prediction of miR-1289 Target Genes

We utilized 500 ng of total RNA to generate biotin-labeled cRNA using the Affymetrix GeneChip^®®^ 3′ IVT PLUS Reagent Kit (Thermo Fisher Scientific). Biotin-labeled RNA was hybridized to Affymetrix Human Genome U-219 Array Strips (Thermo Fisher Scientific), according to the manufacturer’s instructions. After washing and staining the array strips, the signal was developed and scanned using an Affymetrix GeneAtlas system (Thermo Fisher Scientific). We analyzed the results using GeneSpring GX 14 (Agilent Technologies) and an Ingenuity Pathway Analysis (IPA) microRNA Target Filter (Qiagen). Microarray data were deposited in the Gene Expression Omnibus (GEO, experiment number: GSE227010) according to the minimum information about microarray experiment (MIAME) guidelines.

### 2.7. RT-qPCR

The relative quantity of magnesium transporter 1 (MAGT1) mRNA was determined using SYBR Green and the comparative threshold cycle (Ct) method (ΔΔCt method). Hydroxymethylbilane synthase (HMBS) was used as an internal control. PCR amplification was performed to assess mRNA levels using a one-step RT-qPCR reagent (One-Step SYBR^®®^ PrimeScript RT-PCR Kit II (Perfect Real Time); Takara, Kusatsu, Japan) based on the manufacturer’s protocol. The thermal cycling conditions were as follows: RT at 42 °C for 5 min and 95 °C for 10 s, followed by 40 cycles at 95 °C for 5 sec and 60 °C for 30 sec. SYBR Green I fluorescence was detected using ViiA^TM^7 (Thermo Fisher Scientific). The primer sequences used were as follows: MAGT1, forward 5′-GGG ATT GCT TTT GGC TGT TA-3′ and reverse 5′-TAT GGG CAT ATG GTG GTC CT-3′; HMBS, forward 5′-CAT GCA GGC TAC CAT CCA TGT C-3′ and reverse 5′-GTT ACG AGC AGT GAT GCC TAC CAA-3′.

To assess mature miR-1289 expression levels, we used a miScript PCR system (miScript II RT Kit, miScript SYBR Green PCR Kit, and miScript Primer Assays; Qiagen) following the manufacturer’s instructions. The relative miR levels were quantified using the comparative Ct method (ΔΔCt method). The assay includes two steps: RT and qPCR. RT was performed using a thermal cycler (GeneAmp^®®^ PCR System 9700; Thermo Fisher Scientific). The reaction conditions were as follows: 37 °C for 60 min and 95 °C for 5 min. PCR assays were performed using ViiA^TM^7. Parameters were 95 °C for 15 min, followed by 40 cycles at 94 °C for 15 s, 55 °C for 30 s, and 70 °C for 30 s. The PCR results were recorded as Ct values and normalized against RNU6B. Specific primer for hsa-miR-1289 (Cat. #MS00014511, Qiagen) and the endogenous control RNU6B (Cat. #MS00033740; Qiagen) were used.

### 2.8. Luciferase Reporter Assay

The plasmid, miTarget miRNA 3′ Target Clone (Cat. #HmiT020443-MT01, GeneCopoeia, Rockville, MD, USA) was specifically synthesized and used for a luciferase reporter assay. These plasmids contain firefly luciferase that is fused to the 3′-untranslated region (UTR) of human MAGT1 and *Renilla* luciferase, which functions as a tracking gene. GFP-SAS cells were seeded in 96-well plates. After 24 h, the cells were cotransfected with miR-1289 mimics or miR-NT (100 nM) and a plasmid containing MAGT1 3′-UTR (10 ng/well) complexed with Lipofectamine 3000 (Thermo Fisher Scientific), and incubated for 24 h. Firefly and *Renilla* luciferase activities were measured sequentially using the Dual-Glo^®®^ luciferase Assay System (Promega, Madison, WI, USA). The results are expressed as relative luciferase activity units using Wallac 1420 ARVO MX/Light (PerkinElmer, Waltham, MA, USA). The activities were normalized to *Renilla* luciferase activity.

### 2.9. Xenograft Model

GFP-SAS cells (2 × 10^6^) complexed with matrigel (BD, Flanklin Lakes, NJ, USA) in 100 µL aliquots were injected subcutaneously at two sites in the flanks of male athymic nude mice (CLEA Japan, Tokyo, Japan). Two weeks later, the tumor-bearing nude mice were randomly divided into the following treatment groups: miR-1289 mimics or miR-NT. The final concentration of miRs was 100 ng in 100 µL miRs/atelocollagen (AteloGene; Koken, Tokyo, Japan) complexes. These complexes were injected around the tumor every 7 days. Tumor diameters were measured at regular intervals using digital calipers, and tumor volume (mm^3^) was calculated using the following formula: length × width × height × 0.523. Fifteen days after the first administration of miRs, the GFP-SAS xenografts were dissected. All animal experiments were approved by the Ehime University Animal Care Committee (05MA-19-14).

### 2.10. Statistical Analysis

All in vitro experiments were performed in triplicate and repeated thrice. Student’s *t*-test was used to determine the significance of the differences between groups. Differences with *p* values of less than 0.05 were considered statistically significant.

## 3. Results

### 3.1. Identification of TS-miR Candidates in Human OSCC Cells

In comprehensive functional analysis using 968 human mature miR mimics (Supplementary Table S1), 5 miRs inhibited cell proliferation by more than 70% compared to the control. Among them, miR-1289 was the most potent inhibitor of the growth of human OSCC cells, GFP-SAS (Figure 1A and Supplementary Table S2). Subsequently, we transfected a human mature miR-1289 mimic at a concentration of 20 nM into other human OSCC cell lines, Ca9-22 and HSC2. We found that miR-1289 had a significant growth inhibitory effect on all the human OSCC cells tested (Figure 1B).

### 3.2. Target Genes of miR-1289 in Human OSCC Cells

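Array signals were compared between cells transfected with the miR-1289 mimic and cells transfected with miR-NT in 3 human OSCC lines, GFP-SAS (SAS cells carrying green fluorescent protein), Ca9-22 and HSC2. Each line gave 1 array per condition, 6 arrays in all, at 20 nM. The paper's text names no time between transfection and RNA extraction for the arrays, and the sample labels give 48 h. The paper gives 500 ng of total RNA per array and the IVT PLUS kit, whereas the labels give 10 ng and the IVT Express kit. The Human Genome U219 array reads each gene through 1 or more probe sets near the end of its transcript. The authors deposited log2 signals made with RMA, which corrects the background, brings the arrays to a common distribution and summarises the probes of each probe set. The medians of the 6 arrays lay between 4.39 and 4.44 over 49386 probe sets. Of these, 45259 had 1 gene symbol in the platform annotation, 1327 had several, 2713 were not listed and 93 were controls. Probe sets with 1 symbol and a mean log2 signal of at least 3.19, the 20th percentile, were kept, which left 36447 probe sets of 15924 genes. Differences were taken within each line, mimic minus miR-NT, so that the lines' own expression levels cancel. With 1 pair of arrays per line, a difference in a single line has no replicate check, and the 3 lines serve as the replicates of the mimic's effect. The arrays of GFP-SAS differed from the other 4 in control signals. DapX, a bacterial transcript added to the RNA, had a gap between the signals of its 2 ends of 1.02 and 1.41 on the log2 scale in the GFP-SAS arrays and of 2.82 to 3.03 in the other 4.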

To gain further insight into which genes are regulated by miR-1289, we performed gene expression analysis following miR-1289 mimic transfection and compared it with negative controls in human OSCC cell lines (GFP-SAS, Ca9-22, and HSC2). 

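In cells given the miR-1289 mimic, 30 named genes had at least 1 probe set with a signal more than 2-fold below that of miR-NT in each of GFP-SAS, Ca9-22 and HSC2, and 3 genes had one more than 2-fold above. SLC37A4, which encodes the glucose-6-phosphate transporter of the endoplasmic reticulum, had the largest difference in its weakest line and was 4.58-fold lower in GFP-SAS, 8.47-fold lower in Ca9-22 and 4.63-fold lower in HSC2. ELK3, a transcription factor of the ETS family, was lower by 3.24-fold, 3.46-fold and 4.05-fold in the same order of lines. PSMB2, a subunit of the proteasome core, was lower by 2.99-fold, 4.46-fold and 3.86-fold. SRPRA, a subunit of the receptor that docks ribosomes at the endoplasmic reticulum, was lower by 4.28-fold, 2.55-fold and 2.98-fold. Of its 5 kept probe sets 3 passed, and another, nearly as bright as its brightest, differed by only -0.70, -0.52 and -0.72 on the log2 scale. Further genes on this list were SON, a splicing factor, with a mean log2 difference of -1.66 (SD 0.25, n = 3 lines), HS2ST1, a heparan sulfate sulfotransferase, with -1.70 (SD 0.27, n = 3), PHF19, a Polycomb-associated protein, with -1.53 (SD 0.18, n = 3), RCC2, a regulator of chromosome condensation, with -1.77 (SD 0.58, n = 3), and ST14, the membrane protease matriptase, with -1.45 (SD 0.30, n = 3). Of the 3 kept probe sets of PHF19 1 passed, and its brightest was lower by 1.47-fold, 2.89-fold and 2.25-fold. The probe set of DEF8 on the list differed by -1.85 (SD 0.65, n = 3), whereas the brightest probe set of the same gene was higher in all 3 lines, at 0.58 on average. The genes with a probe set above 2-fold in every line were NDRG1, a gene induced by low oxygen, with a mean log2 difference of 1.42 (SD 0.41, n = 3), AHNAK, with 1.84 (SD 0.28, n = 3), and EIF4A1, with 1.38 (SD 0.31, n = 3). Only 1 of the 2 kept probe sets of AHNAK, 1 of the 7 of EIF4A1 and 1 of the 6 of NDRG1 passed. The brightest probe sets of AHNAK and EIF4A1 differed by 0.19 and 0.07, and the 5 other probe sets of NDRG1 lay between -0.40 and 0.41 in GFP-SAS. In Ca9-22 and in HSC2, 4 of the 6 probe sets of NDRG1 were more than 2-fold higher, and all 6 were higher, by at least 0.57 and 0.38.
In limma with cell line as a block, on the brightest probe set of each gene, 21 of 15924 genes fell and 0 rose at an adjusted p below 0.05, and each of the 21 had an adjusted p of 0.0479. At an unadjusted p below 0.05 there were 1386 lower and 1060 higher genes. The methods' t-test with Benjamini-Hochberg adjustment called 0 genes. It was run here unpaired, so differences between the lines add to its error. The paper names this test in general, and for the arrays it states a 2-fold rule. Of the 21, 13 were also among the 30. SLC37A4 fell by 2.50 on the log2 scale (standard error 0.20), ELK3 fell by 1.75 (standard error 0.12) and ST14 fell by 1.45 (standard error 0.13). The 8 others were CLP1, RAB23, DLAT, MGRN1, TTC31, LCLAT1, CLASP2 and THAP12, chosen after their values were seen, with log2 fold changes from -1.16 in MGRN1 to -0.94 in LCLAT1. The count of limma calls was 1 with the mean of all probe sets of a gene, 50 lower and 2 higher genes with an intensity trend, 44 lower and 1 higher with centred arrays, 0 without cell line in the model, 0 without the filter on dim probe sets, 0 without Ca9-22, 0 without HSC2, and 589 lower and 270 higher genes without GFP-SAS. The count of 30 was 9 when all probe sets of a gene were averaged, 102 without GFP-SAS and 47 without HSC2. The count of 3 higher genes was 37, 5 and 11 without GFP-SAS, Ca9-22 and HSC2. With a line left out the rule applies to the remaining lines only, so these counts could not fall.

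**Figure D1:**
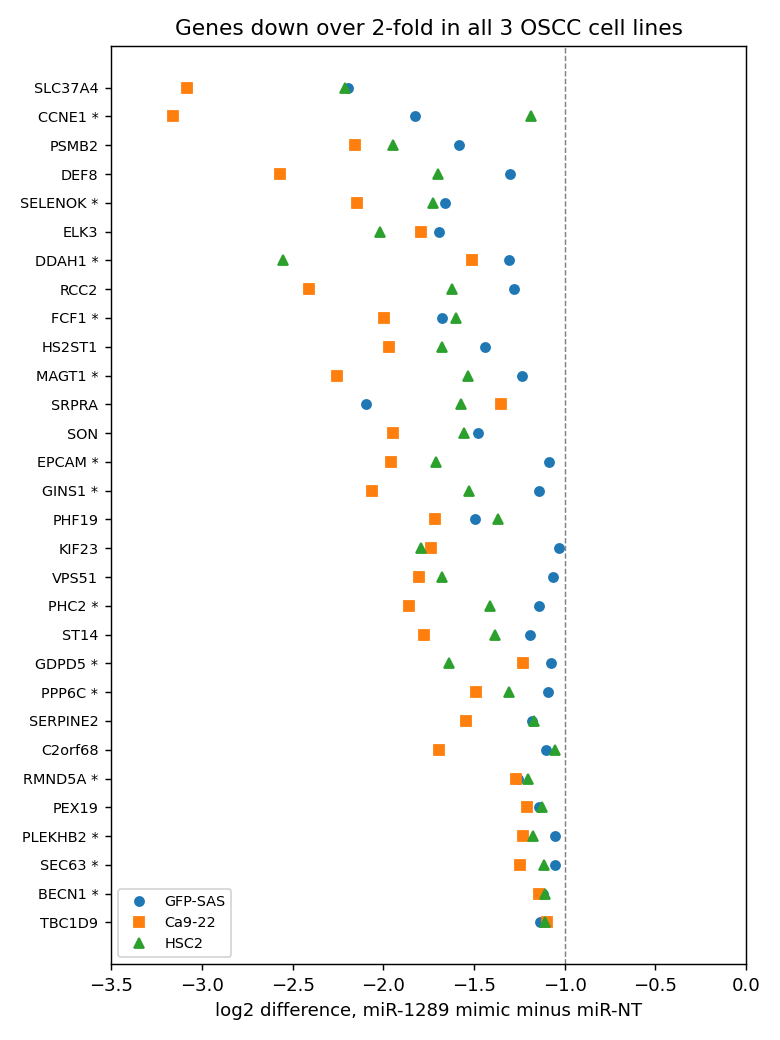
Log2 difference in array signal, miR-1289 mimic minus miR-NT, for the 30 genes with a probe set down more than 2-fold in all 3 cell lines. Each point is 1 pair of arrays of 1 line, with no error within a line, an asterisk marks a gene of Table 1 and the dashed line marks a 2-fold fall. SLC37A4 lies between -3.08 and -2.20, the furthest from the dashed line in its weakest line.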

The expression of 31 genes was downregulated by more than two-fold in miR-1289 mimic transfectants in all human OSCC cells. Among these genes, 15 genes had putative target sites of miR-1289 in their 3′-UTR (Table 1), as shown by the IPA microRNA Target Filter. 

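Of the 15 genes of Table 1, 14 could be followed by name, and each of the 14 had a lower signal with the mimic than with miR-NT in all 3 lines. At an adjusted p of 0.0479 in limma with cell line as a block, 7 fell. SELENOK (SELK in the table), a selenoprotein of the endoplasmic reticulum, fell by 1.84 on the log2 scale (standard error 0.12). FCF1, a factor of ribosomal RNA processing, fell by 1.66 (standard error 0.11), and MAGT1, a magnesium transporter and subunit of the oligosaccharyltransferase complex, fell by 1.39 (standard error 0.12). PPP6C, the catalytic subunit of protein phosphatase 6, fell by 1.30 (standard error 0.11), PLEKHB2 by 1.15 (standard error 0.09), SEC63, a part of the protein translocation machinery, by 1.10 (standard error 0.09) and BECN1, a core autophagy protein, by 1.06 (standard error 0.08). The other 7 did not pass when all genes were adjusted together. Among them CCNE1, the cyclin that drives entry into S phase, had a log2 fold change of -2.06 (standard error 0.36, adjusted p = 0.109 from limma), with -1.82 in GFP-SAS, -3.16 in Ca9-22 and -1.19 in HSC2. DDAH1 had -1.79 (standard error 0.25, adjusted p = 0.0819 from limma), GINS1, a subunit of the replicative helicase, -1.58 (standard error 0.18, adjusted p = 0.0642 from limma), and the epithelial adhesion molecule EPCAM -1.58 (standard error 0.18, adjusted p = 0.0638 from limma). PHC2, GDPD5 and RMND5A had -1.47, -1.31 and -0.60. All 14 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. The 7 calls became 0 with the mean of all probe sets of a gene, where MAGT1 had a log2 fold change of -0.87 (adjusted p = 0.0957 from limma). They also became 0 without cell line in the model, without the filter on dim probe sets, without Ca9-22 or without HSC2, and 11 with an intensity trend or with centred arrays and 13 without GFP-SAS. MAGT1 had an adjusted p of 0.0603 from limma without the filter, and over all alternatives its adjusted p ranged from 0.0102 without GFP-SAS to 1 without cell line in the model. From the falls in all 3 lines together with predicted sites for miR-1289, the paper took these genes as target candidates.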

To clarify the function of these genes in the proliferation of human OSCC cells, we transfected GFP-SAS, Ca9-22, and HSC2 cells with 10 nM siRNAs specific to each gene. Knockdown of MAGT1, GINS1, DDAH1, or BECN1 significantly inhibited cell growth in all human OSCC cell lines (Figure 2A–C). Among them, MAGT1 suppression resulted in remarkable inhibition of cell growth in human OSCC cell lines.

### 3.3. MAGT1 as a Direct Target Gene of miR-1289 in Human OSCC Cells

Transfection with the mature miR-1289 mimic decreased MAGT1 mRNA expression in GFP-SAS cells (Figure 3A). Furthermore, TargetScan indicates that the 3′-UTR of MAGT1 has three binding sites for miR-1289 (Figure 3B). To test the hypothesis that MAGT1 is a target of miR-1289, a reporter plasmid harboring the 3′-UTR of MAGT1 downstream of the luciferase-coding region was used. MAGT1 has three target sites for miR-1289. GFP-SAS cells were co-transfected with this reporter plasmid and mature miR-1289 mimic. Consequently, the miR-1289-transfected group significantly reduced luciferase activity (Figure 3C).

### 3.4. Effect of miR-1289 Mimics on the In Vivo Growth of Human OSCC Cells

We assessed the in vivo growth-inhibitory effects of the miR-1289 mimic in a mouse xenograft model. We selected GFP-SAS cells for the in vivo assay, because only these cells showed stable tumorigenicity among the OSCC cells used. We found that, compared to the control group, the miR-1289 mimic/atelocollagen complex group showed a significant reduction in the size and weight of the subcutaneously xenografted GFP-SAS tumors (Figure 4A–C). Furthermore, the administration of miR-1289 mimic/atelocollagen complexes suppressed the expression of MAGT1 mRNA in xenografted GFP-SAS tumors (Figure 4D). During the administration of miR-1289 mimics, no reductions in food intake and body weight were observed in the mice. Furthermore, no obvious invasion or metastasis of tumor cells to other organs was observed when sacrificed.

### 3.5. Expression of miR-1289 in OSCC Tissues

RT-qPCR showed that the expression levels of mature miR-1289 were significantly downregulated in 20 OSCC tissue samples compared to those in their adjacent normal oral mucosa tissues (Figure 5A). Subsequently, we evaluated the expression levels of MAGT1 in OSCC tissues using our previous microarray analysis (GSE36090). Upregulation of MAGT1 expression was observed in OSCC tissues compared to those in adjacent normal oral mucosa tissues (Figure 5B).

## 4. Discussion

MicroRNAs are a new class of small RNAs that regulate the expression of many genes, and numerous studies have revealed the aberrant expression of miRs in human malignancies [10]. Various TS-miRs have been reported in many types of cancers [21,22,23,24,25]. However, miR expression profiles in OSCC have been reported in only a few studies [26]. An increased understanding of the expression and function of miRs involved in OSCC development and progression would help improve its diagnosis and treatment.

We attempted to identify novel TS-miRs in human OSCC cells using a mature human miR mimic library and observed that five miR mimics remarkably suppressed the growth of these cells by more than 70%. We showed that miR-1289 mimics potently suppressed the growth of human OSCC cells. However, to the best of our knowledge, there are only two published reports on the biological function of miR-1289 and none in the field of oncology, including OSCC. The first report showed that miR-1289 directly binds to a zipcode-like 25 nucleotide sequence in the 3′-UTR of mRNAs and orchestrates the transfer of these mRNAs into microvesicles [27]. The second report indicated that miR-1289 was upregulated by *Helicobacter pylori* infection and directly targeted the H-K-ATPase α-subunit in human gastric epithelial cells [28].

In this study, we showed that the restoration of miR-1289 expression in human OSCC cells significantly inhibited their growth in vitro and in vivo. Furthermore, downregulation of miR-1289 expression was observed in OSCC tissues. Subsequently, using microarray analysis and an IPA microRNA Target Filter, we identified 15 target gene candidates for miR-1289 in human OSCC cells. Among them, targeting MAGT1, GINS1, DDAH1, or BECN1 by siRNAs significantly suppressed the growth of all human OSCC cell lines. MAGT1 is a mammalian Mg^2+^-selective transporter [29] and has oncogenic functions in breast cancer, cervical cancer, and glioma [30,31,32]. GINS1 is essential for maintaining genome stability and ensuring accurate DNA replication. In glioma cells and tissues, GINS1 promoted cell proliferation and migration through ubiquitin-specific protease 15-mediated deubiquitination of TOP2A protein, and its high expression predicted an advanced clinical grade and a poor survival [33]. DDAH1 is a key enzyme that metabolizes asymmetric dimethylarginine, thereby regulating nitric oxide production. Small-molecule DDAH1 inhibitors significantly suppressed the formation of capillary-like tube structures by human breast cancer cells [34]. BECN1 plays a critical role in regulating the process of autophagy. In colorectal cancer, IL-6 induced autophagy through the activation of BECN1 and promoted chemotherapy resistance [35]. Replacement of miR-1289 can target these multiple genes, suggesting that it may represent a novel therapeutic approach for human malignancies including OSCC.

Therapeutic strategies for miR replacement have recently been evaluated in interventional clinical trials. The first miR-based therapy was an miR-16 mimic for patients with malignant pleural mesothelioma [36]. Another therapy is the use of miR-34a mimic for patients with advanced solid tumors [18]. These reports demonstrate the therapeutic efficacy of miR mimics in human malignancies. However, serious adverse events owing to off-target immune activation have also been reported [37]. Therefore, the RNA modifications used in mRNA vaccines and/or changes in the administration method are necessary for miR replacement therapy. OSCC originates in the oral cavity and metastasizes to the neck lymph nodes, making it possible to directly inject miR-1289 mimics into tumors. The local administration of miR-1289 mimics may be an attractive treatment option for patients with advanced or inoperable OSCC.

## 5. Conclusions

Downregulation of miR-1289 expression is frequent in human OSCC tissues. The replacement of miR-1289 markedly suppressed the growth of human OSCC cells with MAGT1 suppression in vitro and in vivo, suggesting that miR-1289 functions as a novel TS-miR in OSCC. The miR-1289-regulated novel cancer pathways could provide new insights into the molecular mechanisms of OSCC and contribute to the development of new therapeutic strategies for patients with OSCC.

## Figures and Tables

**Figure 1:**
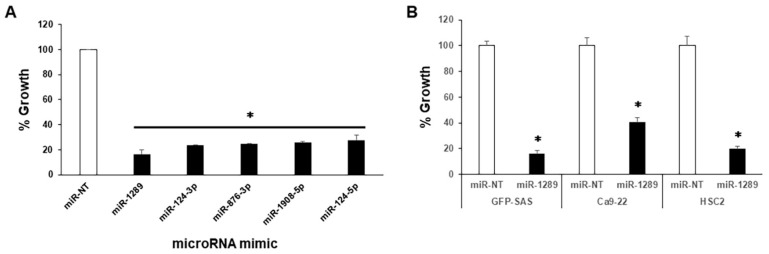
Identification of TS-miR candidates in human OSCC cells. (**A**) Percentage growth of human OSCC cells, GFP-SAS, 72 h after transfection with 968 human mature miR mimics at a concentration of 20 nM each (evaluated by WST-8 assay). (**B**) Percentage growth of other human OSCC cells, Ca9-22 and HSC2, after transfection. All cells were significantly suppressed by miR-1289. Bars denote the standard deviations (SDs) of samples analyzed in triplicate. *, *p* < 0.01 compared to control culture. miR-NT, miR-non target.

**Figure 2:**
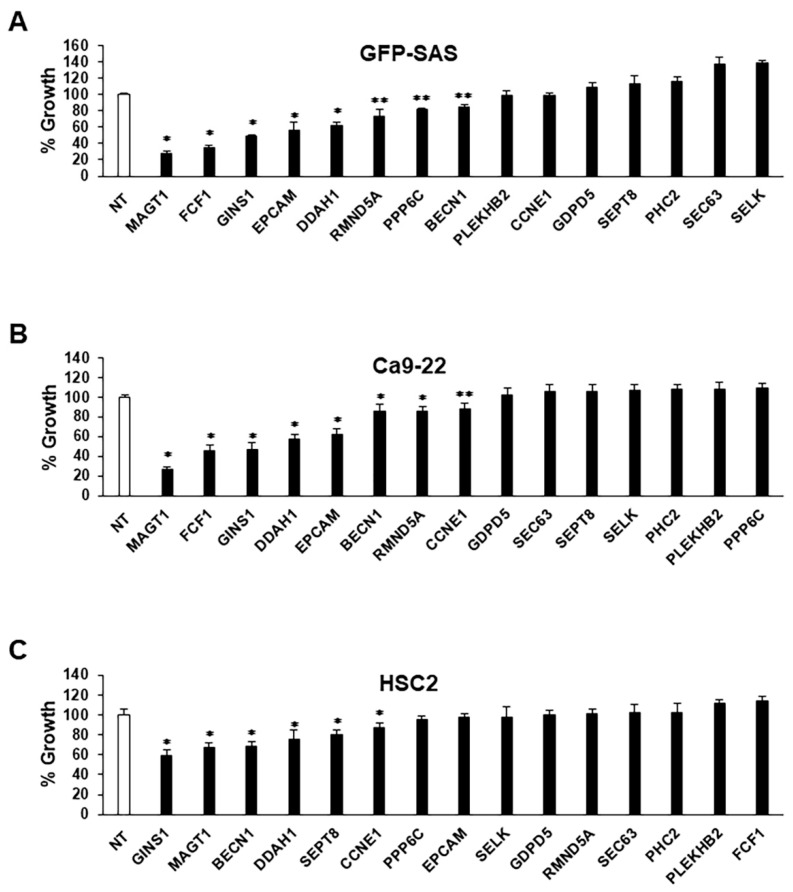
Knockdown of target genes of miR-1289 in human OSCC cells. Percentage cell growth of (**A**) GFP-SAS, (**B**) Ca9-22, and (**C**) HSC2 cells 72 h after transfection with 10 nM siRNAs specific for each target gene. Cell growth was evaluated using the WST-8 assay. Bars denote the SDs of samples analyzed in triplicate. *, *p* < 0.01, **, *p* < 0.05 compared to control culture. NT, non target.

**Figure 3:**
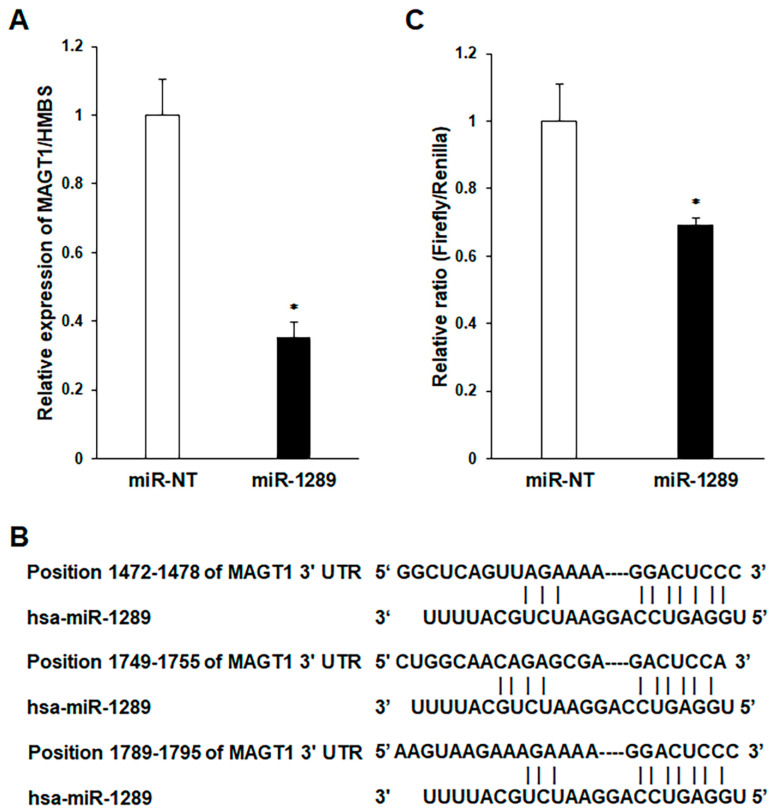
miR-1289 directly targets MAGT1. (**A**) MAGT1 mRNA expression levels after transfection of miR-1289 mimics in GFP-SAS cells. (**B**) Three binding sites of miR-1289 in the 3′-UTR of MAGT1. (**C**) Results of luciferase reporter assay for transfected cells. The miR-1289 mimics downregulated MAGT1 mRNA expression and significantly reduced luciferase activity. Bars denote the SDs of samples analyzed in triplicate. *, *p* < 0.01 compared to control culture. miR-NT, miR-non target.

**Figure 4:**
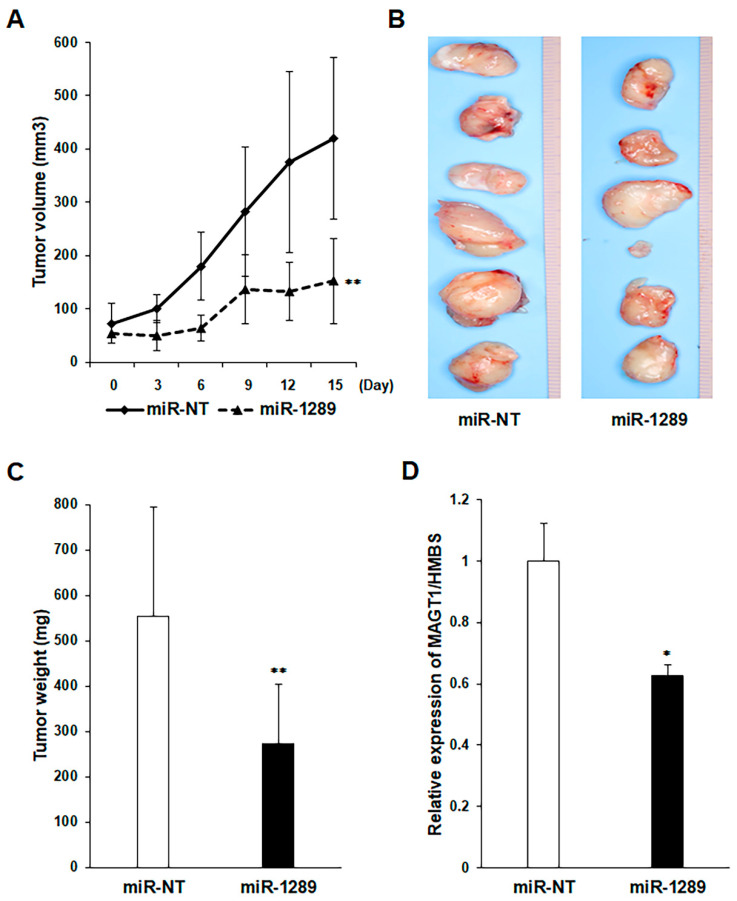
miR-1289 mimics affect tumor cell growth in vivo. (**A**) Tumor volume measured every 3 d during administration of miR-1289 mimics to GFP-SAS tumor cells. (**B**) Resected tumor images and (**C**) tumor weight 15 days after the first administration of miRs. Both tumor volume and weight were reduced in the miR-1289 mimics group compared with that in the control group. (**D**) miR-1289 mimics also suppressed the expression of MAGT1 mRNA. Bars denote the SDs of six tumors in each analyzed group. *, *p* < 0.01, **, *p* < 0.05 compared to control group. miR-NT, miR-non target.

**Figure 5:**
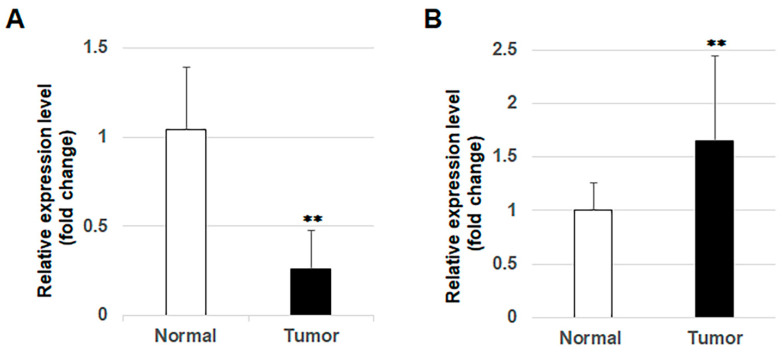
Expression of miR-1289 and MAGT1 in OSCC tissues. (**A**) Expression levels of miR-1289 were significantly downregulated in the 20 OSCC tissues compared to in 20 adjacent normal oral mucosa tissues, evaluated using RT-qPCR. (**B**) Expression levels of MAGT1 were significantly upregulated in the 10 OSCC tissues compared to in 3 adjacent normal oral mucosa tissues in our previous microarray analysis (GSE36090). Bars denote the SDs of the samples in each analyzed group. **, *p* < 0.05 compared to control.

**Table 1:** Downregulated genes from transfection of miR-1289 mimics in human OSCC cells.

Gene Symbol	Gene Name	GFP-SAS (FC) ^1^	Ca9-22 (FC) ^1^	HSC2 (FC) ^1^
SEPT8	septin 8	−3.56	−6.18	−3.90
CCNE1	cyclin E1	−3.54	−8.93	−2.27
FCF1	FCF1 small subunit processome component homolog	−3.20	−3.99	−3.03
SELK	selenoprotein K	−3.16	−4.42	−3.30
DDAH1	dimethylarginine dimethylaminohydrolase 1	−2.48	−2.85	−5.87
RMND5A	required for meiotic nuclear division 5 homolog A	−2.39	−2.41	−2.30
MAGT1	magnesium transporter 1	−2.35	−4.78	−2.89
GINS1	GINS complex subunit 1	−2.21	−4.18	−2.88
PHC2	polyhomeotic homolog 2	−2.21	−3.62	−2.66
BECN1	beclin 1, autophagy related	−2.17	−2.20	−2.15
PPP6C	protein phosphatase 6, catalytic subunit	−2.13	−2.81	−2.47
EPCAM	epithelial cell adhesion molecule	−2.12	−3.88	−3.27
GDPD5	glycerophosphodiester phosphodiesterase domain containing 5	−2.11	−2.34	−3.12
SEC63	SEC63 homolog	−2.08	−2.37	−2.17
PLEKHB2	pleckstrin homology domain containing, family B member 2	−2.07	−2.34	−2.26

^1^ FC, Fold change.

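For the 14 genes of Table 1 followed by name, the probe set with the largest difference in its weakest line gave the fold changes of all 3 lines, a rule written after the probe sets whose fold changes equal those of the table had been looked up. MAGT1 stood at -2.35 in GFP-SAS, -4.78 in Ca9-22 and -2.89 in HSC2, where a negative fold change is the factor by which the signal with the mimic lay below that with miR-NT. DDAH1 differed most in HSC2, at -5.87 against -2.48 in GFP-SAS, and GINS1 most in Ca9-22, at -4.18 against -2.21 in GFP-SAS. BECN1 was nearly equal across lines, at -2.17, -2.20 and -2.15. All 42 fold changes lay within 0.015 of those printed in the table. The other probe sets of a gene often gave smaller differences. Of the 4 kept probe sets of MAGT1, 2 passed 2-fold in all lines and 3 were lower in all lines. RMND5A had 1 of 4 past 2-fold, and its brightest probe set was 1.79-fold lower in GFP-SAS, 1.40-fold in Ca9-22 and 1.38-fold in HSC2. FCF1 had 2 of 5 past 2-fold, and others differed by 0.05 and 0.27 on the log2 scale in GFP-SAS but were lower in Ca9-22 and HSC2. CCNE1 had 1 of 2, and its other, dimmer probe set differed by 0.16 in GFP-SAS and was lower in Ca9-22 and HSC2. DDAH1 had 1 of 3. All 3 kept probe sets of EPCAM and both of SELENOK passed. These are differences of single arrays, with no replicate within a line.

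**Figure D2:**
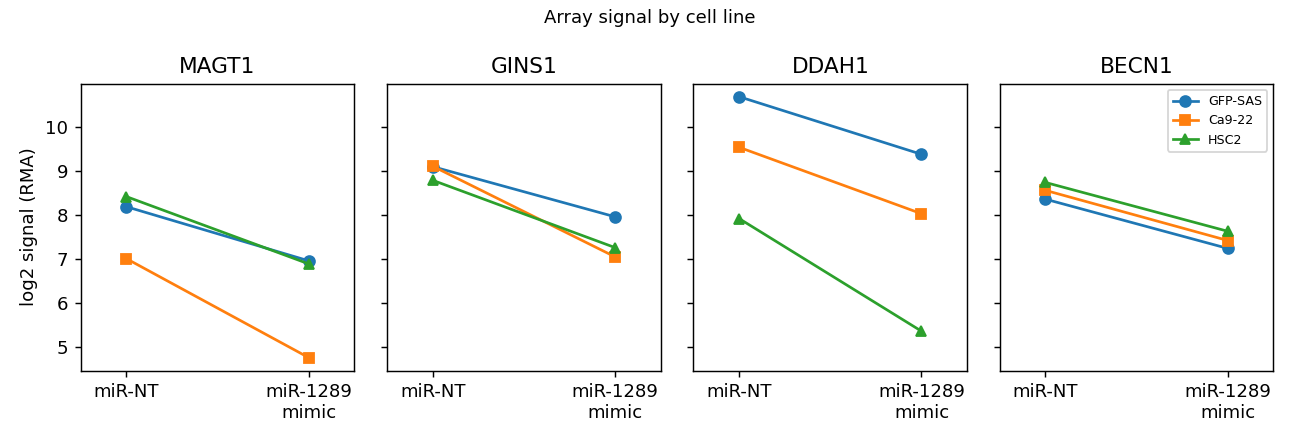
Log2 array signal of the Table 1 probe set of MAGT1, GINS1, DDAH1 and BECN1 in cells given miR-NT or the miR-1289 mimic. Each point is 1 array and each line joins the 2 arrays of a cell line, without error bars because there is 1 array per line and condition. MAGT1 in Ca9-22 goes from 7.02 to 4.77, and DDAH1 in HSC2 from 7.93 to 5.37.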

## Data Availability

Data supporting the reported results can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227010, released on 30 June 2023.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15164138/s1, Table S1: Sequences of human mature miR mimics; Table S2: Effect of miR mimics on the growth of human OSCC cells.

How the deposited data were processed for this re-analysis (not part of the article)

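The measured samples were 3 human OSCC cell lines, GFP-SAS, Ca9-22 and HSC2, each transfected with the miR-1289 mimic or with miR-NT at 20 nM and each measured on 1 Affymetrix Human Genome U219 array per condition. The authors scanned the arrays on a GeneAtlas system, and the deposited values are log2 signals per probe set. The submitters' processing notes name RMA, whose version is not given in the sources used here, and the paper names GeneSpring GX for the analysis. The arrays carry no read depth, and their number limits the precision. The labels name no scan batch or day.
Gene names were taken from the platform annotation and updated through gene identifiers with a RefSeq table of the human assembly GRCh38.p14, which was used for names only; 45178 of the 45259 probe sets with 1 symbol had an identifier in that table. Probe sets with several symbols (1327) or not listed (2713) entered no gene result. The filter kept probe sets with a mean log2 signal of at least 3.19, the 20th percentile of the probe sets other than controls.
A gene was counted as down, or up, in all lines when at least 1 of its kept probe sets differed by more than 2-fold the same way in each line. For the test across genes, the probe set with the highest mean stood for its gene, and lmFit and eBayes of limma 3.58.1 in R 4.3.3 were fitted with cell line as a block, which left 2 residual degrees of freedom and an estimated prior of 3.48. Adjusted p-values are Benjamini-Hochberg values over 15924 genes, two-sided, with a threshold of 0.05. The pairing comes from the design, since both arrays of a pair are of the same line. Deviations from the group means correlated at 0.894 to 0.938 between the arrays of a line. With an array of another line they correlated at most at -0.330. Negative values there are built in by subtracting the group mean and are no evidence of pairing. Of 28 gene lists fixed in advance, 1 of them Table 1 of the paper, 27 had at least 3 measured genes. These 27 were adjusted together and tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation. In each line alone, where there is no replicate, a list's median was ranked among 10000 random lists matched on mean expression.
The limma step was tested on simulated data for this comparison, 20 sets of 15924 genes with 200 changed. With gene variances drawn from the fitted prior, 4.1% of genes changed by 0.5 on the log2 scale were called, 80.2% at 1, 95.7% at 1.5 and 98.9% at 2, and 4.65% of calls were unchanged genes. This prior is the one limma itself assumes, so a share of unchanged genes near the threshold follows by construction. Genes varied independently and each change was the same in every line, which the real arrays need not meet. The shares are therefore no estimate of power or error in these data. A first simulation used the shrunken variances themselves, which vary less between genes than the arrays do (estimated prior 8.05), and there 8.96% of calls were unchanged genes; it was replaced for that reason.
Before the data were examined, the rule for named genes was fixed: the genes of Table 1, the 10 other genes down and up to 10 genes up in all lines with the largest difference in their weakest line, other genes the paper names together with TUSC3, a paralog of MAGT1, in each list up to 4 members that passed the test or 2-fold in all lines (otherwise the member with the largest change), and in each line the 3 largest falls and rises among genes that went the same way in all lines. Values in Table 1 had been seen by then. The probe set shown for each gene of Table 1 was set later, after a search for probe sets with the printed fold changes. Genes outside the rule are named as chosen after their values were seen. The alternatives were another rule for probe sets, no block, an intensity trend in eBayes and the methods' t-test, run without pairing by line. Further ones were centred arrays, no filter or a filter at the 50th percentile, and each line left out in turn. A test of predicted miR-1289 seed sites was planned and not run, since no transcript sequences were used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.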

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

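The tests of probe set noise and of the labelling batch were chosen after the results were seen; the count over other splits of the arrays was set before it was computed. HK2, PDK1, HMGCS1, IDI1, SQLE, SLC2A1, GINS3, TPX2, IFIT1, IFIT2, ERG28 and PTX3 were chosen after their values were seen.
A total of 5 gene groups fixed in advance, which the paper does not discuss, passed camera at a preset correlation, and none passed with an estimated one. The adjustment covered 27 lists, among them Table 1 itself, which also passed but was chosen on these arrays. Without that list the interferon group would miss the threshold. With an estimated correlation, and 2 residual degrees of freedom, even Table 1 had an adjusted p of 0.685 from camera. That setting could therefore hardly pass any list. Glycolysis and hypoxia genes were higher (adjusted p = 1.54e-06 from camera; 0.685 with an estimated correlation), with 14 of 22 measured members higher in all 3 lines and 9 higher when adjusted over the list alone. NDRG1 had a log2 fold change of 1.42, ENO1 of 1.08, HK2 of 1.02 and PDK1 of 0.71, whereas SLC2A1, the glucose transporter of the list, had -0.39. Cholesterol synthesis genes were higher (adjusted p = 0.00011 from camera; 0.845 with an estimated correlation), with HMGCS1 at 0.74, IDI1 at 0.59 and SQLE at 0.51, and INSIG1, which restrains the pathway, at -1.30. The median of this list was 0.36 in GFP-SAS and 0.51 in HSC2 but 0.01 in Ca9-22, where 9 of 18 members were lower. INSIG1 itself was at -1.25 in GFP-SAS, -2.15 in Ca9-22 and -0.49 in HSC2. It thus fell most in the line with the lowest list median and least in that with the highest. Genes of G1/S and DNA replication were lower (adjusted p = 0.000325 from camera; 0.845 with an estimated correlation; 0.157 without Ca9-22), and 6 of 34 were lower when adjusted over the list alone, among them CCNE1, GINS1 and GINS3. CCNE1 and GINS1, the largest falls of the list, are also genes of Table 1. They were chosen on these arrays, so they are not independent evidence for this list, which was not tested without them. The list's median was -0.64 in Ca9-22, -0.13 in HSC2 and 0.02 in GFP-SAS. Genes of G2/M and mitosis were lower (adjusted p = 0.0201 from camera; 0.845 with an estimated correlation; 0.811 without Ca9-22), with KIF23 at -1.43 and TPX2 at -0.80, and with a median of -0.30 in Ca9-22, -0.02 in HSC2 and -0.03 in GFP-SAS. Only 1 of the 28, KIF23, was lower when adjusted over the list alone, and 19 did not go the same way in all lines. Interferon response genes were lower (adjusted p = 0.0435 from camera; 0.845 with an estimated correlation; 0.929 without cell line in the model; 0.631 and the opposite direction without Ca9-22), with a median of -0.75 in Ca9-22, 0.00 in HSC2 and 0.11 in GFP-SAS.
The probe sets up more than 2-fold in all lines, in AHNAK (mean log2 difference 1.84), NDRG1 (1.42) and EIF4A1 (1.38), are also outside what the paper reports.
In 4 genes the mimic's difference exceeded 2-fold in opposite directions in GFP-SAS and Ca9-22, and with 1 pair of arrays per line the difference was not tested. The GFP-SAS difference minus that of Ca9-22 was 2.99 for IFIT1 and 2.45 for IFIT2, both induced by interferon, 2.18 for ERG28 and -3.00 for PTX3.
In HSC2 these genes differed by -0.11 (IFIT1), -0.16 (IFIT2), -0.06 (PTX3) and -0.63 (ERG28). HSC2 thus shared the 2-fold change of Ca9-22 in none of them. Over all genes, by contrast, GFP-SAS stood apart from the other lines. Across 15924 genes, which are not independent replicates, the differences correlated at 0.642 between Ca9-22 and HSC2 but at 0.243 between GFP-SAS and Ca9-22 and 0.221 between GFP-SAS and HSC2. Noise of single probe sets is argued against for 3506 genes with probe sets at a log2 level of at least 6. There 2 probe sets of one gene correlated at 0.742 within GFP-SAS, against 0.315 between GFP-SAS and Ca9-22 over the same genes. Dimmer probe sets were not covered. Probes shared by the 2 probe sets of a gene, which would raise this correlation, were not looked for. A labelling batch stays open: the DapX gap of the other 4 arrays exceeded that of the GFP-SAS arrays by at least 1.41, and batch and cell line cannot be told apart because all GFP-SAS arrays share it. A difference between the cell lines themselves also stays open, as untested, as does noise of a whole array, for which there is no second array.
For the 21 limma calls, the real split was 1 of 10 splits of the arrays with a count as large, and the highest other split had 0 calls. The 10 splits are too few for a share under 0.05. Most of the other splits put both arrays of a line in the same group, which breaks the pairing. The rest keep the pairs but reverse some of them, so that the mimic's effect enters the residual. Their 0 calls were therefore nearly fixed in advance and decide nothing about the 21.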

How the results depend on the processing

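All alternatives except those for the agreement of the cell lines were set before the data were examined. The count of genes down in all lines (30) became 9 with the mean of all probe sets and ranged from 33 to 102 with a line left out. Genes up (3) became 1 with the brightest probe set and 0 with the mean, and ranged from 5 to 37. Leaving a line out removes a condition of the 2-fold rule, so both counts could only rise, and all 30 genes stayed in each time. Table 1 genes down (14) became 3 with the mean. Genes down in limma (21) became 1 with the mean of probe sets, 0 with no replicate block and 50 with an intensity trend. The count was 44 with centred arrays and 0 with no filter. The methods' t-test in place of limma, run unpaired, gave 334 at an unadjusted threshold and 0 after Benjamini-Hochberg. With a line left out the limma count ranged from 0 to 589, the highest without GFP-SAS. Genes up in limma (0) became 2 with the trend, 143 with the unadjusted t-test and 1 with centred arrays, and ranged from 0 to 270. Table 1 genes down in limma (7) became 0 with the mean, with no replicate block, with the adjusted t-test and with no filter, and 11 with the trend and with centred arrays, and ranged from 0 to 13. MAGT1 (-1.39) kept its direction under every alternative run. It missed the threshold at -0.87 with the mean and at -1.39 with no replicate block, either form of the t-test or no filter. With a line left out it ranged from -1.52 to -1.26, and it missed the threshold without Ca9-22 (adjusted p = 0.127 from limma) and without HSC2 (adjusted p = 0.484 from limma). With centred arrays all 21 genes were still called. Of the 6 lists, the 5 groups described above and Table 1 itself, 0 passed with an estimated correlation. With 2 residual degrees of freedom that setting could hardly pass any list. For the other changes the cause was not tested, with these exceptions. With a line left out fewer arrays enter and the 2-fold rule sets fewer conditions, and with no filter more genes enter. With no replicate block, as in the unpaired t-test, differences between the lines add to the error.
The brightest probe set was chosen again with each line left out, and in TUSC3, RRM2 and IGFBP3 it was another one in at least 1 of these settings, so that their ranges mix probe sets. With the mean of probe sets, DEF8 turned to -0.17 and CDKN2A to 0.10. With a line left out, log2 fold changes of genes not called with all 3 lines turned sign, and of these ERG28 passed without GFP-SAS (adjusted p = 0.0295 from limma): AURKA -0.08 to 0.02, NOTCH1 -0.08 to 0.25, IGFBP3 -0.12 to 1.65, PTX3 -0.81 to 0.69, LCP1 -1.14 to 0.13, TOP2A -0.22 to 0.04, ATP4A -0.09 to 0.17, IFIT1 -0.97 to 0.53, IFIT2 -0.72 to 0.51, ERG28 -0.85 to 0.23, GINS2 -0.52 to 0.06, TUSC3 -0.03 to 0.01, RRM2 -0.12 to 0.13, CDCA5 -0.05 to 0.08. The interferon list changed direction without Ca9-22 (adjusted p from 5.94e-05 to 0.631).
Under 2 alternatives chosen after seeing the data, the correlation of GFP-SAS with Ca9-22 was 0.230 (mean of probe sets) and 0.278 (50th percentile), and that of Ca9-22 with HSC2 was 0.627 and 0.704. The seed-site test and its alternatives were not run. Dim probe sets lie near background, which limits small differences there.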

Differences from the paper's values

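No value of the paper differed by more than 1.5 times from the value recomputed under its stated rule: the paper reports 31 genes down more than 2-fold in all lines, and 30 named genes were found. A probe set that the annotation used here does not list had fold changes of -3.56, -6.18 and -3.90, equal to those the paper prints for SEPT8, and 1 further unlisted probe set also passed. The paper's text names no rule for choosing among the probe sets of a gene. The rule used for Table 1 was written after probe sets with the printed fold changes had been looked up, so the 42 matching fold changes are no independent check of it. With the brightest probe set the count was 24 and 3 of the 42 fold changes of Table 1 differed by more than 1.5 times, and with the mean of all probe sets the count was 9 and 12 of 42 differed.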

Other observations

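The comparison of genes with and without predicted sites was chosen after the genes' values were seen, and so were IGFBP3, LCP1, PPA2, NIPA2, GINS2, GINS3, GINS4 and CDC45 as genes to name.
Among 17 measured magnesium transport genes, MAGT1 fell in limma, and 3 members were lower when adjusted over the list alone. NIPA2 was among them, at -0.79 in GFP-SAS, -0.87 in Ca9-22 and -0.80 in HSC2. MRS2, the magnesium channel of mitochondria, was higher by 2.41 in GFP-SAS, where 6 of its 7 kept probe sets passed 2-fold, against 0.58 in Ca9-22 and 0.27 in HSC2. The MAGT1 paralog TUSC3 had a log2 fold change of 0.07 (standard error 0.09, adjusted p = 0.78 from limma). Of the GINS complex, GINS1 was at -1.58, GINS3 at -0.98, GINS4 at -0.60 and GINS2 at -0.25, and CDC45, which binds the complex, at -1.07; none passed limma over all genes.
Some large differences were not shared by all 3 lines, and none has a replicate within a line. IGFBP3 was higher by 3.48 in GFP-SAS and at -0.07 in Ca9-22, and LCP1 was at -2.34 in GFP-SAS and 0.20 in Ca9-22. FXYD3 was at -2.92 in Ca9-22 and -2.43 in HSC2 against -0.17 in GFP-SAS, and PPA2 at -2.80 and -1.37 against 0.67. In Ca9-22 and in HSC2, 3 of the 6 kept probe sets of FXYD3 and 5 of the 7 of PPA2 were more than 2-fold lower.
Of other genes the paper names, none of PDCD4, RECK, AKT1, AURKA, RRM2, CDCA5, TOP2A, USP15, ATP4A, CDKN2A, NOTCH1, HRAS and IL6 passed limma, with log2 fold changes from -0.35 in AKT1 to 0.43 in IL6. The 21 lists that did not pass camera had adjusted p-values of 0.104 or more.
A hypothesis was that the fall needs a predicted site in the UTR. Among genes down more than 2-fold in all lines, the mean log2 difference was -1.50 (SD 0.30, n = 14) for genes of Table 1 and -1.61 (SD 0.34, n = 16) for the rest (two-sided permutation test, p = 0.371). This decides nothing, since all 30 genes were chosen by the same fall, and the bound that would have counted against the hypothesis was set after the value was seen. Sites were not searched for here.
In the paper's Table S2, miR-1289 has 2 entries, with the paper's values of 16.35% growth (SD 3.29) for entry 827 and 73.73% (SD 10.40) for entry 828. In the 963 of the 968 rows of Table S1 used here, both have the same guide strand and different passenger strands. No explanation was tested, and the sources used here do not give the passenger strand of the mimic put on the arrays.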
